A study of Mus musculus with 5 samples. Its data were reported in "Opposing gene regulatory programs governing myofiber development and maturation revealed at single nucleus resolution" (2023).

How the data were processed

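RNA and open chromatin were read in the same nuclei (10x Genomics multiome) from mouse hindlimb muscle, in 1 library for each of 5 groups: wild type at E14.5, E18.5, P5 and adult, and Cacna1s knockout at E18.5. Each library pooled hindlimbs of several animals. The deposited counts of each library are whole-number UMIs per gene and ATAC counts per peak that the authors made with Cell Ranger ARC 2.0.0 on the mm10 genome (GRCm38), with intronic reads included, peaks called within each library, and no normalization. The deposited barcodes are those called as nuclei. The KO file lists 3621 of them, fewer than the nuclei that the study counts for that library after its filter, and the files do not explain the difference. The files listed 32285 genes and 65624, 91265, 67013, 81124 and 61874 peaks in the order E14.5, E18.5, P5, adult and KO. Gene coordinates come from the GENCODE vM21 annotation of GRCm38 and count from 1. The labels do not say whether counting used the strand, so reads of a gene and its antisense partner may be mixed, and reads of the closely similar myosin heavy chain genes of chromosome 11 may be shared among them.

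Nuclei were kept with over 400 and under 25000 RNA UMIs, under 10% mitochondrial UMIs and under 70000 ATAC counts, following the limits that the study's methods state. This kept 17926 of 18680 barcodes of the wild-type libraries and 21154 of 22301 in all. Adding a minimum of 400 ATAC counts, which a legend of the study names, would leave 3966, 3927, 3389, 4768 and 2731 nuclei. Mean genes per nucleus were 2049, 2636, 2189, 1412 and 3014. Doublets were not removed, since the study states no such step. Scrublet (in scanpy) called 281, 465, 0, 1 and 378 doublets, so the caller did not work at P5 or in adult, and alternatives without doublets are given.

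Nuclei of the 5 libraries were clustered together with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2). Counts were scaled to 10000 per nucleus and logged, and 3000 variable genes were taken, leaving out mitochondrial genes and every gene of the lists, so that no list gene helped to define a class. Genes outside the lists that are named by size could do so: Dscaml1 and Ptprt are among the 10 top genes of the myonuclear cluster c0, and Slc22a3 and Aqp4 among those of c25. The clustering used 30 principal components, 15 neighbors and Leiden resolution 1, with no batch correction. Clusters were named from markers of 14 classes: myonuclei, myogenic progenitors, mesenchymal, tenocyte, chondro-osteogenic, endothelial, smooth muscle and pericyte, macrophage, lymphocyte, adipocyte, Schwann and glia, neuron, erythroid and keratinocyte. A marker counted when at least 10% of the nuclei of the cluster held it and its level was at least 2 times the median over clusters. A name needed 3 such markers. A cluster stayed unnamed when a second class reached 70% of the marker share of the first or when its top 10 genes by fold held more markers of another class. The same held for a cluster with under 60% of its markers detected and none among its top 100 genes, and for one whose median depth was under that of its library divided by 3 with no marker of its class among its top 10. The markers were fixed before the data were examined, and the thresholds of the rule were set afterwards. All 31 clusters gave 27 named and 4 unnamed ones, and 12 clusters formed the myonuclear class.

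UMIs were summed per class and library. With 1 library per group no test was made and no p-value is given. Each level is CPM, the sum of a gene over the sum of all genes of the class, with an exact Poisson 95% interval, and each ratio has an exact conditional (Clopper-Pearson) 95% interval. Shares have exact binomial 95% intervals. A gene was measured in a comparison when 1 of both libraries had at least 20 UMIs. A gene at 0 in a library was set to a floor of 3 counts over that library, and its ratio is written as at least that size. Medians of lists include such genes at this bound. A list median was ranked among 10000 random lists of the same size drawn from genes of like mean expression.

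The 23 gene lists were fixed before the data were examined. The study names the genes of 7, for which it had described expression in these libraries, and for some of them also factor binding in adult muscle or cultured myotubes: developmental genes, mature fast genes, embryonic, fetal, neonatal and adult factors, and denervation-type genes. The other 16 come from general knowledge: myosin heavy chains, embryonic sarcomere isoforms, adult fast sarcomere, slow fiber, myoblast fusion, neuromuscular junction, excitation-contraction coupling, glycolysis and phosphagen, fatty acid oxidation, denervation and atrophy, imprinted growth genes, immediate early genes, clock-controlled genes, cell cycle, matrix genes and myotendinous junction. Cacna1s is on no list. Developmental genes of the study share 3 genes with the embryonic sarcomere list and 2 with the fusion list, its mature fast genes share 2 with the adult fast list, and its denervation-type genes share 5 with the neuromuscular junction list and 5 with the denervation and atrophy list. The neuromuscular junction and the denervation and atrophy lists share 3. Named genes follow a fixed rule with 3 parts. These are 19 genes named in every comparison, then the 5 highest and 5 lowest by the bound of the interval nearest to 1 among genes with at least 50 UMIs and 20 CPM, without gene models, mitochondrial genes, Xist and Tsix, and then the 2 highest and 2 lowest measured members of each list.

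For shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs and shallower nuclei were left out. Promoter values sum the peaks within 1000 bp of the start site. The 4 lists of matrix, cell cycle, imprinted and clock-controlled genes were also counted in other classes with at least 50 nuclei in both libraries.

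The intervals, the rule of size and the ranking of lists were tested on simulated counts with 200 genes changed by known folds. For KO over wild type, over 13126 simulated genes, the interval held the true ratio of 95.5% of unchanged genes, and the rule of size took in 98.8% of genes changed 3-fold, 4.41% of those changed 1.5-fold and 0.627% of unchanged ones. These figures describe counting error, since 1 library per group gives no variation between animals or libraries to simulate. The 0.627% is thus no error rate for these data.

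The 19 alternatives planned before the data were examined covered the filter on nuclei, doublets, the genes and resolution of the clustering, scaling (edgeR 4.0.16 TMM factors and DESeq2 1.42.0 size factors in R 4.3.3, and a total without mitochondrial and the most abundant genes), equal weight per nucleus, thinning, the minimum of UMIs, a 1.5-fold rule, other depths for shares and other promoter windows. After the data were seen 2 more were added, leaving out the top 5% of doublet scores per library and leaving out the shallow adult cluster. Motif activity, trajectories and joint clustering of RNA and chromatin were left out, as was any list of regulated genes, which would need replicates.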

Results

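The series held 5 libraries of nuclei from mouse hindlimb skeletal muscle, in which RNA and open chromatin were read from the same nuclei. Wild-type C57BL/6N muscle gave 4 of them, from embryos (E14.5), fetuses near birth (E18.5), pups at postnatal day 5 (P5) and adults, where E gives the embryonic day. The other came from E18.5 muscle of Cacna1s knockout mice (KO). Each group was 1 library, made from 56, 14, 8, 4 and 26 pooled hindlimbs in that order, so no difference between groups has a check by replicates. Every interval covers counting error only. The files listed 4990, 4435, 3848, 5407 and 3621 barcodes, of which 4812, 4261, 3747, 5106 and 3228 passed the limits on depth and mitochondrial reads. The unique molecular identifiers (UMIs) of these nuclei summed to 22295717, 29574992, 22283839, 21063081 and 29227553, with medians of 4108.5, 5926, 5236, 2888 and 7821 per nucleus. At E18.5 the upper limit of 25000 UMIs removed 378 KO nuclei and 125 wild-type nuclei.

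Clustering gave 31 clusters, of which 27 were named from fixed markers as 10 classes. Myonuclei, the nuclei of the fibers, numbered 1806 at E14.5, 1366 at E18.5, 1365 at P5, 4327 in adult and 850 in KO. Their UMIs summed to 9449798, 9703891, 9184743, 19277439 and 8678854, and levels are given as CPM, counts scaled to a common total. Clusters with the markers of 2 classes, or with more markers of another class among their top genes, stayed unnamed and held 6.05%, 11.9%, 16.3%, 0.803% and 7.09% of nuclei. Clusters c0 and c3 held 70.1% and 26.8% of E14.5 myonuclei, clusters c17 and c13 held 49.5% and 32.2% of those at E18.5, and cluster c23 held 54.9% of KO myonuclei but 7.83% of wild-type ones at E18.5. At P5, 52.5% of myonuclei lay in c25 and 38.7% in c17. Adult myonuclei spread over c29 (37.9%), c28 (22.7%), c30 (20.3%) and the shallow cluster c22 (18.03%), whose median was 1043 UMIs. A gene was called higher or lower in a group when its CPM differed at least 2-fold, a rule of size and not a test. The median log2 ratio of all measured genes was 0.07 for E18.5 over E14.5, -0.49 for P5 over E18.5, -0.15 for adult over P5, -0.69 for adult over E18.5 and -0.02 for KO over wild type. With TMM factors these medians were 0.01, -0.01, 0.11, 0.06 and -0.03, so ratios over E18.5 in P5 and adult read relative to a typical gene that was itself lower in CPM. Of the 23 gene lists, 7 hold genes that the study names. It had described the expression of such genes in these libraries, so no count of theirs is independent evidence of a direction. The median of a list was placed among 10000 random lists of genes with matched expression, which describes these libraries and tests nothing.

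Cacna1s encodes the voltage sensor of excitation-contraction coupling, the channel subunit that ties depolarization of the fiber membrane to calcium release. The gene (ENSMUSG00000026407) lies on chromosome 1 from 136052750 to 136119822 in GRCm38. In myonuclei it stood at 213 CPM at E14.5 (exact Poisson 95% interval 204 to 223), 214 CPM at E18.5 (205 to 224), 394 CPM at P5 (382 to 408) and 329 CPM in adult (321 to 337). KO myonuclei held 8 UMIs of Cacna1s, or 0.922 CPM (0.398 to 1.82), which was 232-fold lower than in wild type at the same age (118 to 539). In the other KO classes with at least 50 nuclei and in the unnamed KO nuclei, Cacna1s had 0 UMIs, which allows up to 0.469 CPM in the 993 mesenchymal nuclei and up to 1.22 CPM in the 503 myogenic progenitors. Among wild-type endothelial nuclei, which should not express the channel, its level was 18.4 CPM at E14.5, 13.2 CPM at E18.5 and 59.8 CPM at P5. Whether these UMIs were free RNA of fibers or came from doublets, which were kept, was not tested. After each nucleus was thinned to 1000 UMIs, Cacna1s was seen in 19.4%, 17.3%, 32.4% and 27.7% of wild-type myonuclei from the youngest to the oldest group and in 0.119% of KO myonuclei. Endothelial nuclei had it in 0% (0 of 118, which allows up to 3.08%), 1.60%, 0.885%, 0% and 0%, and unthinned myonuclei in 59.6%, 63.2%, 84.2%, 62.7% and 0.941%.

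**Figure D1:**
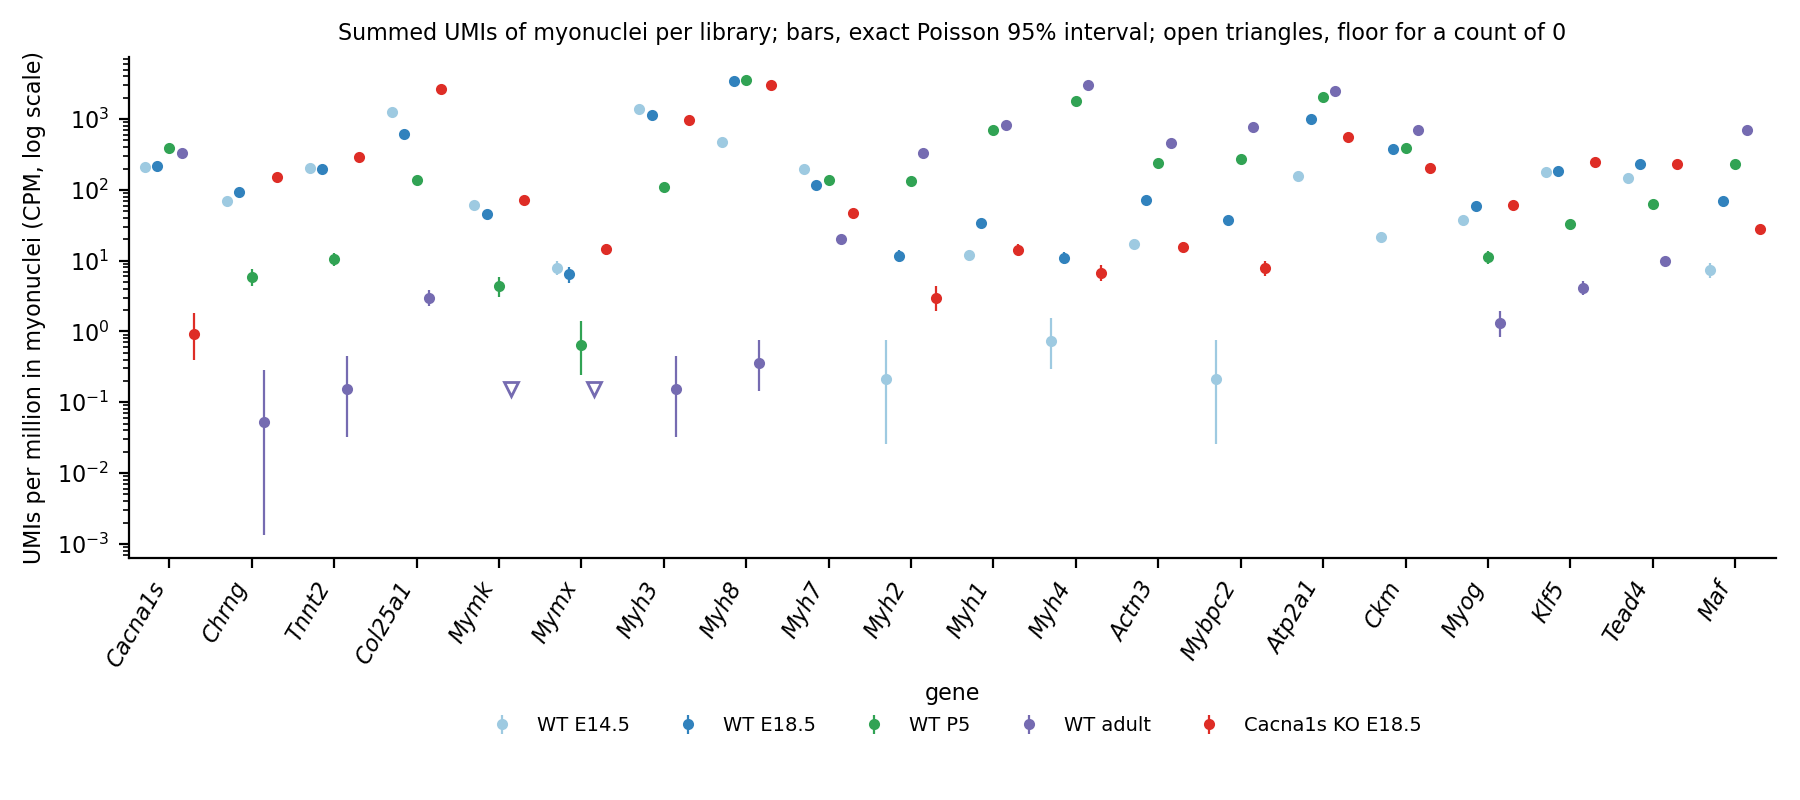
Level in CPM (log scale) of Cacna1s and the 19 genes named in every comparison, in the myonuclei of the 5 libraries; points are summed UMIs over nuclei, bars are exact Poisson 95% intervals, and open triangles mark the level that 3 counts would give where the count was 0. Cacna1s stands at 0.922 CPM in KO and between 213 and 394 CPM in the wild-type libraries.

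The comparison of E18.5 with E14.5 asked how fetal myonuclei differ from those of the first wave of fibers. Adult fast sarcomere genes were higher at E18.5 in 10 of 14, glycolysis and phosphagen genes in 13 of 18 and fatty acid oxidation genes in 11 of 18. Of the myoblast fusion genes 6 of 11 were lower, but the fusogen genes Mymk and Mymx lay within 2-fold. The perinatal myosin gene Myh8 was 7.44-fold higher while the embryonic Myh3 was 1.25-fold lower. The adult myosin genes were also higher, though low: Myh2 55.0-fold (11.6 against 0.212 CPM, the latter from 2 UMIs), Myh4 14.9-fold and Myh1 2.87-fold. The nuclear factor I genes Nfix and Nfib were also higher at E18.5.

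Among the 5 mature fast genes of the study, 5 were higher at E18.5, which is no independent evidence since their expression in these libraries was known when the list was made. Mybpc2, a fast myosin-binding protein, stood at 37.5 CPM against 0.212 CPM from 2 UMIs (177-fold, 48.7 to 1469). Ckm, the muscle creatine kinase, was 17.1-fold higher (14.8 to 19.7) and the calcium pump Atp2a1 6.35-fold higher. Of 14 measured adult fast sarcomere genes, 10 were higher and 0 lower (median log2 ratio 2.07), led by the myosin light chain kinase Mylk2 at 60.6 against 1.48 CPM (40.9-fold, 24.2 to 75.3). Parvalbumin (Pvalb), a calcium buffer of fast fibers, had 0 UMIs at E14.5 and was at least 26.6-fold higher. Excitation-contraction coupling had 7 of 17 genes higher and 0 lower, with the calsequestrin gene Casq1 9.74-fold higher (8.59 to 11.1). Glycolysis and phosphagen genes were higher in 13 of 18, with the mitochondrial creatine kinase Ckmt2 at 174 against 4.87 CPM and the phosphorylase kinase subunit Phkg1 26.0-fold higher. Fatty acid oxidation genes were higher in 11 of 18 and lower in 1, myoglobin (Mb). Their lipid-sensing regulator Ppara was 28.1-fold higher (19.3 to 42.5) and the carnitine transferase Cpt1b 19.3-fold higher (12.2 to 32.5). The adipocyte markers summed to 38.5 CPM in E18.5 myonuclei against 7.94 CPM at E14.5, of which Plin4 gave 20.8 and 0.529 CPM.

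Myoblast fusion genes were lower in 6 of 11 at E18.5 (median -1.48), below the central 95% of matched lists. The adhesion molecule Cdh2 was 6.89-fold lower and the membrane repair gene Myof 6.01-fold lower, while the fusogen genes Mymk and Mymx were 1.36-fold and 1.24-fold lower. The summed markers of progenitors were also lower in E18.5 myonuclei, at 173 against 445 CPM. Chodl gave 16.3 against 205.5 CPM of these sums and Megf10 61.3 against 149.8 CPM. Of the other markers, Pax7, Fgfr4, Calcr and Msc were higher at E18.5, and Myf5, Myod1 and Dll1 were lower. Of 9 developmental genes of the study, 1 was higher (Myh8) and 3 were lower: the follistatin-like Fstl4 (25.5-fold), the endosomal Tmem108 (9.19-fold) and the membrane collagen Col25a1 (2.08-fold). Outside the lists, the adhesion gene Dscaml1 stood at 1.03 against 162 CPM (158-fold lower, 85.4 to 329) and the receptor phosphatase Ptprt was 76.1-fold lower, while the summed markers of neurons stood at 10.4 against 126 CPM. Of the 5 neonatal factors of the study, 4 were higher, Nfix 7.47-fold and Nfib 5.62-fold, while Myog, Klf5 and Tead4, its 3 fetal factors, all lay within 2-fold. The embryonic factors had 1 of 4 lower (Plag1), the adult factors had 2 of 5 higher, Maf by 9.65-fold (7.53 to 12.6), and the denervation-type genes had 2 of 9 lower, Foxo1 and Musk.

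Myosin heavy chains were higher in 5 of 9 and lower in 1 (median 1.52), slow fiber genes higher in 5 of 13 and lower in 1, imprinted growth genes higher in 6 of 14, and immediate early genes higher in 7 of 12 and lower in 1 (median 1.62). Embryonic sarcomere isoforms were higher in 1 of 9 and lower in 2. Clock-controlled genes were higher in 3 of 14, and genes of the neuromuscular junction were higher in 1 of 14 and lower in 2. Denervation and atrophy genes were higher in 1 of 16 and lower in 2. Matrix genes were higher in 6 of 17 and lower in 3, with the tendon glycoprotein Tnc 5.83-fold and the fibrillar collagen Col1a1 8.72-fold higher. Mesenchymal markers summed to 77.7 against 153 CPM, of which Gsn gave 31.5 against 84.9 CPM and Ebf2 4.95 against 32.3 CPM. Of the other markers, Dcn, Dpt, Abca8a, Col14a1, Mfap5 and Pi16 were higher at E18.5 and the rest lower. Cell cycle genes were higher in 2 of 16 and lower in 2, but of these 4 only Diaph3, which was lower, kept its direction in every alternative: the higher Cenpf and Knl1, with 24 and 64 UMIs, changed sign with the filter on nuclei and with the clustering, and the lower Ncapg changed sign without the filter. Myotendinous junction genes were higher in 1 of 10 and lower in 3, with the junction collagen Col22a1 at 186 against 734 CPM, a direction that was reversed without the filter on nuclei (log2 ratio 0.42).

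The comparison of P5 with E18.5 covered birth and the first days after it. Adult fast myosins appeared in bulk beside Myh8, which lay within 2-fold in CPM (1.02-fold higher, 1.01 to 1.04). The median log2 ratio of the myosin list was 0.034 in CPM and 0.513 with TMM factors. Embryonic sarcomere isoforms were lower in 8 of 9 and fusion genes in 7 of 11, while fatty acid oxidation genes were higher in 10 of 18. The adult receptor subunit Chrne was 10.4-fold higher (15.03 against 1.44 CPM) where the fetal subunit Chrng was 15.7-fold lower (11.96 to 21.1). Of the 5 adult factors, which the study chose on these libraries, 4 were higher.

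Myh4, the fastest adult myosin, stood at 1809 against 11.03 CPM (164-fold, 136 to 200.3), Myh1 at 698 against 34.0 CPM (20.5-fold) and Myh2 at 132 against 11.6 CPM (11.3-fold). Mature fast genes of the study were higher in 4 of 5, and Ckm was not among them (1.05-fold higher). In the list of adult fast sarcomere genes 4 of 14 were higher, of which Actn3 and Mybpc2 are also on the list of the study, with Pvalb 27.5-fold higher (22.0 to 34.7). Of 9 embryonic sarcomere isoforms 8 were lower (median -2.47), including the cardiac-type troponin Tnnt2 at 10.5 against 194 CPM (18.6-fold, 15.2 to 23.1) and Myh3 at 109.8 against 1126 CPM (10.3-fold). The developmental genes of the study overlap that list in 3 genes and were lower in 8 of 9. Tmem108 was 24.9-fold lower and Col25a1 4.39-fold lower. Fusion genes were lower in 7 of 11, Mymk 10.3-fold (7.47 to 14.7), Mymx 9.78-fold and Myof 19.7-fold, and the scavenger receptor Stab2 was the 1 higher member. The summed progenitor markers were also lower in P5 myonuclei, at 71.5 against 173 CPM.

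Fatty acid oxidation genes were higher in 10 of 18 and lower in 0 (median 1.23). The pyruvate dehydrogenase kinase Pdk4 stood at 164 against 8.45 CPM (19.4-fold, 15.6 to 24.6) and the mitochondrial carrier Ucp3 at 157 against 7.63 CPM (20.6-fold). The adipocyte markers summed to 91.3 CPM in P5 myonuclei against 38.5 CPM at E18.5, with 57.05 CPM of the former from Plin4. Glycolysis genes were higher in 4 of 18. Adult factors of the study were higher in 4 of 5, with the thyroid hormone receptor Thrb 14.6-fold higher (11.8 to 18.1), the estrogen receptor Esr1 4.86-fold and Maf 3.26-fold. Its fetal factors were lower in 3 of 3, Klf5 5.63-fold, Myog 5.24-fold and Tead4 3.61-fold. Its embryonic factors were lower in 2 of 4 and its neonatal factors higher in 2 of 5, Prrx1 and Nfic. Immediate early genes were higher in 6 of 13 and lower in 2, clock-controlled genes higher in 4 of 14. Imprinted growth genes were lower in 6 of 14, and the summed macrophage markers were 319 against 46.2 CPM, of which the 1 marker Mrc1 gave 309 CPM. Denervation and atrophy genes were higher in 3 of 16 and lower in 5, and excitation-contraction genes higher in 4 of 17 and lower in 3.

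Matrix genes were lower in 10 of 17 P5 myonuclear values (median -1.30), with Col5a2 7.06-fold and Tnc 6.33-fold lower. With TMM factors the median was -0.825, so the median gene no longer passed 2-fold. In endothelial nuclei of the same libraries 2 of 17 matrix genes were higher and 0 lower (median 0.26), and the difference between the classes was not tested. Mesenchymal markers summed to 41.5 CPM in P5 myonuclei against 77.7 CPM at E18.5, and matrix genes stand among the abundant RNAs of mesenchymal nuclei. Cell cycle genes were lower in 8 of 14 (median -1.35, and -0.868 with TMM factors). At E18.5, 19 of 1366 myonuclei, picked for at least 5 cell cycle UMIs, held 38.4% of these UMIs. Of the 19, 7 were called doublets, and the caller did not work at P5. Medians of the slow fiber list (6 of 13 lower), the neuromuscular junction (1 of 15 higher, 2 lower) and the myotendinous junction (1 of 10 each way) were below 0 in CPM and above 0 with TMM factors, so no direction is given for them. The largest ratios outside the lists were the cation transporter Slc22a3 (1 UMI at E18.5; 406-fold higher, 72.4 to 16066), the water channel Aqp4 (42.1-fold higher) and, lower at P5, the cadherin Cdh8 (212-fold, 111 to 463).

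**Figure D2:**
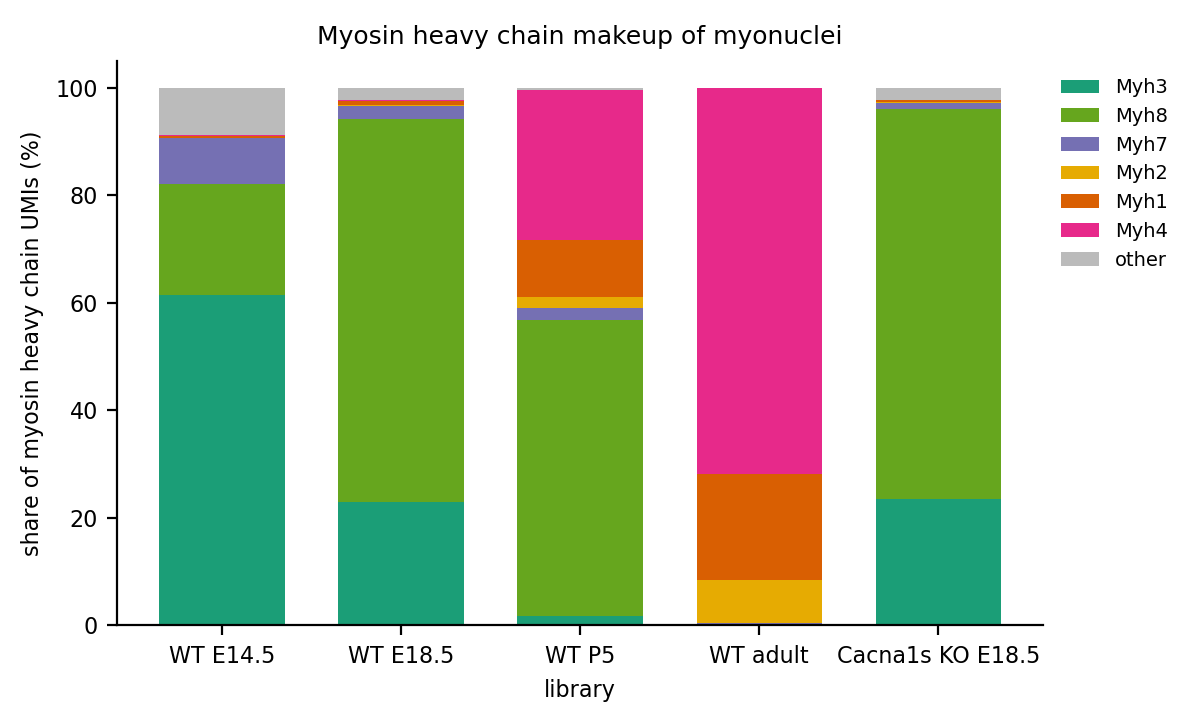
Share (percent) of each myosin heavy chain gene in the UMIs of all listed myosin heavy chain genes, in the myonuclei of each library. Myh3 gives 61.5% at E14.5, Myh8 gives 71.3% at E18.5 and Myh4 gives 71.6% in adult, while KO at E18.5 has 72.5% Myh8.

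The myosin makeup followed the same order. Myh3 gave 61.5% of the 21612 myosin UMIs at E14.5, 22.9% at E18.5, 1.69% at P5 and 0.00371% in adult from 3 UMIs. Myh8 gave 20.6%, 71.3%, 55.1% and 0.00866%. Myh4 gave 0.0324%, 0.225%, 27.8% and 71.6%, and the slow myosin Myh7 gave 8.49%, 2.36%, 2.13% and 0.486%. In KO, Myh3 gave 23.6%, Myh8 72.5% and Myh4 0.161% of 36121 UMIs.

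The comparison of adult with P5 asked what separates fibers in their first week from grown ones. Developmental sarcomere RNAs were almost gone in adult myonuclei: Myh8 stood at 0.363 against 3584 CPM. Imprinted growth genes, matrix genes and slow fiber genes were far lower, and 11 of 15 genes of the neuromuscular junction were lower. Of the clock-controlled genes 8 of 15 were higher. Among the adult fast myosins Myh2 was 2.56-fold higher (2.41 to 2.72), while Myh4 was 1.66-fold and Myh1 1.18-fold higher.

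Myh8 was 9869-fold lower in adult (4789 to 24548) and Myh3 705-fold lower from 3 UMIs (241 to 3425). All 8 measured embryonic sarcomere isoforms were lower (median -5.33), and so were 7 of 7 measured developmental genes of the study. Imprinted growth genes were lower in 14 of 14 (median -7.02). The delta-like gene Dlk1 had 1 UMI in adult against 582 CPM at P5 (11216-fold, 2012.2 to 443100), and the noncoding Meg3 stood at 70.4 against 28006 CPM (398-fold, 377 to 420.0). Its neighbor in the same imprinted domain, Rtl1, was 1965-fold lower. Slow fiber genes were lower in 12 of 13 (median -2.78), with Tnni1 22.3-fold, the slow calsequestrin Casq2 60.4-fold and Myh7 6.78-fold lower. Genes of the neuromuscular junction were lower in 11 of 15 (median -1.88), among them the receptor subunit Chrna1 at 0.622 against 43.4 CPM (69.8-fold, 39.5 to 136). Cluster c24, with the junction genes Chrne and Ufsp1 among its top 10, held 57 of the P5 myonuclei and 0 adult ones. The overlapping denervation and atrophy list was lower in 9 of 16 and higher in 2, the ubiquitin ligases Fbxo32 (16.1-fold) and Trim63 (3.39-fold). The denervation-type genes of the study were lower in 4 of 9 and higher in 1. Fusion genes were lower in 8 of 9, and the summed progenitor markers stood at 17.6 against 71.5 CPM. Excitation-contraction coupling was lower in 6 of 17 and higher in 2, with the embryonic release channel Ryr3 at 34.2 against 3006 CPM (87.9-fold, 81.4 to 95.1).

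Clock-controlled genes were higher in 8 of 15 and lower in 2, Npas2 and Clock itself. The circadian repressor Ciart was 20.6-fold higher (8.69 to 64.0) and the output factor Dbp 12.8-fold higher (9.09 to 18.6), though the labels do not give the time of day of dissection. Adult factors of the study were higher in 5 of 5, Thrb 12.3-fold (11.7 to 13.04), Esr1 6.75-fold and Maf 3.08-fold. Fetal factors were lower in 3 of 3, embryonic factors in 4 of 4 and neonatal factors in 1 of 5 (Prrx1). Glycolysis genes were higher in 5 of 18 and lower in 2. The phosphofructokinase regulators Pfkfb3 and Pfkfb1 were 92.7-fold (76.7 to 113) and 13.7-fold higher, and Gapdh was 3.54-fold lower. Fatty acid oxidation genes were higher in 2 of 18 and lower in 2, mature fast genes of the study higher in 1 of 5 (Mybpc2), and adult fast sarcomere genes higher in 3 of 14 and lower in 3, the latter including the light chain Mylpf (7.08-fold). Immediate early genes were higher in 2 of 13 and lower in 6, myosin heavy chains higher in 1 of 9 and lower in 6, and cell cycle genes lower in 3 of 7. Adult myonuclei were shallower, with a median of 3337 UMIs against 6294, and held more of 2 RNAs that stay in the nucleus or come from ribosomal DNA: Neat1 at 5097.8 against 262 CPM and Gm42418 at 35459.9 against 4099 CPM, both picked after their values were seen.

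Matrix genes were lower in 16 of 17 and myotendinous junction genes in 8 of 10 in adult. The stretch-sensitive Ankrd1 was 37.9-fold lower (23.6 to 64.8), and Tnc had 1 UMI (462-fold lower, 82.0 to 18320). The summed mesenchymal markers stood at 18.1 against 41.5 CPM and the tenocyte markers at 5.65 against 24.9 CPM.

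The comparison of adult with E18.5 spanned the whole of fetal and postnatal growth. It set adult fast myosins, but not the adult fast sarcomere list as a whole, against developmental isoforms. Adult fast myosins and 11 of 15 clock-controlled genes were higher. Developmental isoforms, imprinted genes, matrix genes and 12 of 14 cell cycle genes were lower. Myh4 stood at 3001 against 11.03 CPM (272-fold, 225 to 332).

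All 9 developmental genes of the study were lower in adult (median -8.18), as were 9 of 9 embryonic sarcomere isoforms (median -7.55). Myh3 was 7234-fold lower from 3 UMIs (2475 to 35083), Chrng 1784-fold lower from 1 UMI, and Mymk, with 0 UMIs, at least 289-fold lower. Imprinted growth genes were lower in 14 of 14 (median -8.21) and the X-linked kinase gene Nrk, with 0 UMIs in adult and 1230 CPM at E18.5, was at least 7901-fold lower. Matrix genes were lower in 17 of 17 (median -4.99), with the fibrillin gene Fbn2 487-fold lower (256 to 1066). At E18.5 the median matrix gene stood in myonuclei at 6.35% of its level in mesenchymal nuclei, against 1.37% for the mesenchymal markers. Slow fiber genes were lower in 12 of 13, fusion genes in 9 of 11, neuromuscular junction genes in 10 of 15, myotendinous junction genes in 9 of 10 and cell cycle genes in 12 of 14, though 19 of the 1366 myonuclei at E18.5, picked for at least 5 cell cycle UMIs, held 38.4% of these UMIs and 7 of the 19 were called doublets. The summed progenitor markers stood at 17.6 against 173 CPM in these myonuclei. Klf5 was 45.0-fold lower (36.0 to 57.1), Myog 44.9-fold and Tead4 23.4-fold, so all 3 fetal factors were lower, and so were 4 of 4 embryonic ones.

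Clock-controlled genes were higher in 11 of 15 and lower in 2 (median 1.64), the repressor Bhlhe41 18.7-fold higher. Adult factors were higher in 5 of 5: Thrb 180-fold (147 to 222), Esr1 32.8-fold, Nr4a1 12.03-fold, Maf 10.0-fold and the clock-output factor Tef 4.49-fold. Adult fast sarcomere genes were higher in 6 of 14 and lower in 4, and mature fast genes of the study were higher in 4 of 5. Glycolysis genes were higher in 8 of 18 and lower in 2. Fatty acid oxidation genes were higher in 7 of 18 and neonatal factors in 1 of 5. These counts depend on the scaling. The median log2 ratio of neonatal factors was 0.54 in CPM and 1.28 with TMM factors. For fatty acid oxidation it was 0.84 and 1.58, and for glycolysis 0.954 and 1.695. The adipocyte markers summed to 101.9 CPM in adult myonuclei against 38.5 CPM at E18.5, of which Plin4 gave 79.6 and 20.8 CPM. Lipe was also higher in adult, while Pparg, Acvr1c and Plin1 were lower. Myosins were higher in 3 of 9 and lower in 6, denervation and atrophy genes higher in 4 of 16 and lower in 10. For the denervation-type genes (2 of 9 higher, 4 lower), excitation-contraction coupling (6 of 17 higher, 6 lower) and immediate early genes (5 of 13 higher, 4 lower) the median was below 0 in CPM and above 0 with TMM factors. Outside the lists, the noncoding Nctc1 was 311-fold higher (223 to 450) and the antisense RNA Myhas of the fast myosin locus 237-fold higher (151 to 393).

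The comparison of KO with wild type at E18.5 asked what fibers lack when depolarization no longer releases calcium. Slow fiber genes were lower in 6 of 13, adult fast sarcomere genes in 5 of 14 and myotendinous junction genes in 3 of 10, and none of these lists had a higher member. Maf was also lower. Of the denervation and atrophy genes 5 of 16 were higher, the receptor kinase Musk among them, and so was the fatty acid transporter Cd36. The factors Myog (1.04-fold higher) and Tead4 (1.01-fold lower) stood at almost the same level, and Klf5 was 1.32-fold higher (1.24 to 1.40). The embryonic and perinatal myosins differed little: Myh3 was 1.15-fold and Myh8 1.16-fold lower.

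**Figure D3:**
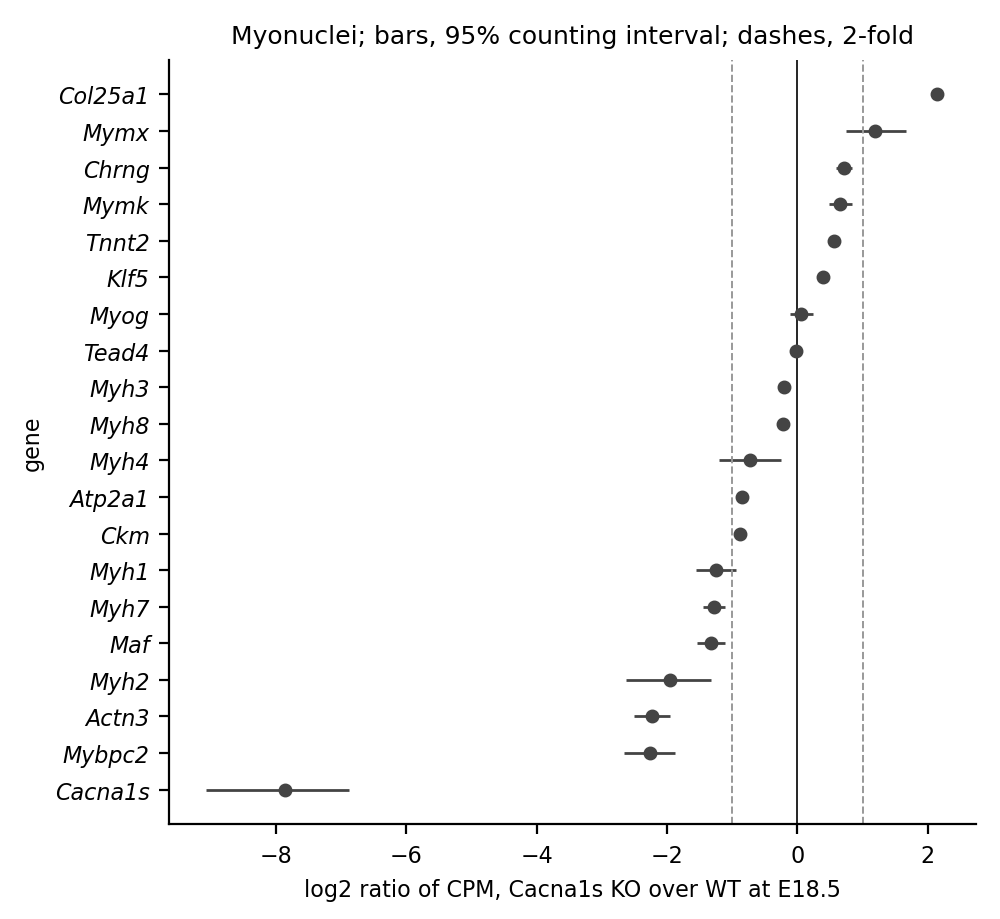
Log2 ratio of CPM in myonuclei, KO over wild type at E18.5, for Cacna1s and the genes named in every comparison; points are ratios of 1 library to 1 library, bars are 95% counting intervals and dashed lines mark 2-fold. Col25a1 lies at 2.13 and Mymx at 1.195, while Mybpc2, Actn3, Myh2, Maf, Myh7 and Myh1 lie below -1.

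Developmental genes of the study were higher in 3 of 9 and lower in 0 (median 0.66), a list that is no independent evidence. Col25a1 (ENSMUSG00000058897, chromosome 3, 130131501 to 130599877) stood at 2685 against 612 CPM (4.39-fold, 4.26 to 4.52), the fusogen Mymx at 14.6 against 6.39 CPM (2.29-fold, 1.68 to 3.16) and Fstl4 at 29.3 against 10.6 CPM. Chrng was 1.65-fold (1.51 to 1.79), Mymk 1.58-fold and Tnnt2 1.48-fold higher, all under the rule of size. Fusion genes were higher in 3 of 11, with the adhesion genes Kirrel3 5.89-fold (4.69 to 7.45) and Cdh2 3.54-fold, and the summed progenitor markers were also higher in KO myonuclei, 357 against 173 CPM. Megf10 gave 196.5 against 61.3 CPM of these sums and Pax7 25.8 against 23.6 CPM. Myf5, Myod1, Fgfr4, Chodl and Dll1 were also higher in KO, and Calcr and Msc were lower. Denervation and atrophy genes were higher in 5 of 16 and lower in 1 (median 0.72). Fbxo32 stood at 52.8 against 11.1 CPM (4.74-fold, 3.84 to 5.90), the transcription factor Runx1 at 163 against 63.1 CPM (2.58-fold, 2.34 to 2.84) and Chrna1 at 88.7 against 35.7 CPM. The denervation-type genes of the study share 5 genes with that list and were higher in 3 of 9, with the receptor kinase Musk 2.31-fold higher (2.17 to 2.46). Across the neuromuscular junction list 2 of 14 were higher and 2 lower, the latter the peptidase gene Ufsp1 (3.68-fold) and the acetylcholinesterase gene Ache (2.61-fold). Cluster c24, with Ufsp1 and Chrne among its top 10 genes, held 57 of the wild-type myonuclei (4.17%) and 1 of the KO ones (0.12%).

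Adult fast sarcomere genes were lower in 5 of 14 and higher in 0 (median -0.55). The phosphatase regulator Smtnl1 was 9.21-fold lower (5.59 to 16.2), and Pvalb was 36.7-fold lower from 2 UMIs (9.83 to 308). Mature fast genes of the study were lower in 2 of 5, the fast thin-filament anchor Actn3 at 15.6 against 73.0 CPM (4.69-fold, 3.90 to 5.68) and Mybpc2 at 7.84 against 37.5 CPM (4.79-fold, 3.69 to 6.30), while Ckm was 1.85-fold, Atp2a1 1.81-fold and Myh4 1.65-fold lower. Slow fiber genes were lower in 6 of 13 (median -0.62), with the slow light chain Myl2 at 0.807 against 37.4 CPM (46.4-fold, 22.3 to 116), the stretch-responsive Ankrd2 13.7-fold and Myh7 2.42-fold lower. Myosins were lower in 4 of 9, namely Myh2, Myh7, Myh1 and Myh13, the last from 11 against 39 UMIs and reversed (log2 ratio 0.69) with nuclei thinned to 1000 UMIs. Embryonic sarcomere isoforms were lower in 2 of 9, Myl9 and Myl6b. Excitation-contraction coupling was lower in 2 of 17, Casq1 at 2.09-fold (1.95 to 2.25) and Pvalb. Glycolysis genes were lower in 2 of 18, Ckmt2 at 2.67-fold and Gpd1.

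Maf (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794) stood at 28.1 against 70.5 CPM (2.51-fold lower, 2.16 to 2.91). With Nr4a1, 2.45-fold lower, it made 2 of 5 adult factors lower. Neonatal factors were lower in 1 of 5 (Nfic), embryonic and fetal factors in 0 of 4 and 0 of 3. Fatty acid oxidation genes were higher in 4 of 18 and lower in 0 (median 0.42), with the fatty acid transporter Cd36 at 903 against 268 CPM (3.37-fold, 3.22 to 3.52) and Pdk4 3.71-fold higher (2.89 to 4.81). Imprinted genes were higher in 1 of 14, the growth inhibitor Cdkn1c (2.76-fold, 2.49 to 3.06). Immediate early genes were higher in 4 of 14 and lower in 3, with Egr3 4.67-fold higher and Dusp1 3.55-fold lower. Clock-controlled genes were higher in 1 of 14 and lower in 1. Cell cycle genes were higher in 16 of 19 (median 1.70), but without the called doublets 1 of 13 measured genes was higher. Nuclei picked for at least 5 of these UMIs, 42 of 850 in KO and 19 of 1366 in wild type, held 83.6% and 38.4% of them, and 26 of the 42 were called doublets.

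Matrix genes were lower in 5 of 17 (median -0.94), Col1a1 by 5.84-fold (5.07 to 6.74) and Tnc by 4.80-fold (4.22 to 5.49). Tnc was also 13.3-fold lower in KO tenocytes (7.89 to 24.4) and 2.95-fold lower in KO mesenchymal nuclei, but 1.35-fold higher in endothelial nuclei (1.07 to 1.71) and 1.72-fold higher in smooth muscle and pericyte nuclei (1.18 to 2.56). Col1a1 was 7.31-fold lower in KO endothelial nuclei. In KO myonuclei the summed mesenchymal markers stood at 97.48 against 77.7 CPM and the tenocyte markers at 13.02 against 34.2 CPM. Gsn gave 65.45 against 31.53 CPM of the mesenchymal sums. Ebf2, Tcf21 and Twist2 were also higher, while the other mesenchymal markers were lower in KO. Myotendinous junction genes were lower in 3 of 10, Col22a1 by 2.78-fold (2.53 to 3.05) and Ankrd1 by 3.04-fold. Outside the lists the highest ratios were the potassium channel gene Kcnb2 (16.8-fold, 10.1 to 29.8), the complement-domain gene Csmd1 (10.4-fold) and the secreted factor Nell2 (8.82-fold), and the lowest were the helicase gene Dqx1 (46.7-fold), the lipid-binding Sec14l5 (12.2-fold) and the cyclic-AMP response factor Creb5 (10.4-fold). KO nuclei were deeper, with a median of 9622 UMIs per myonucleus against 6448.5.

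**Figure D4:**
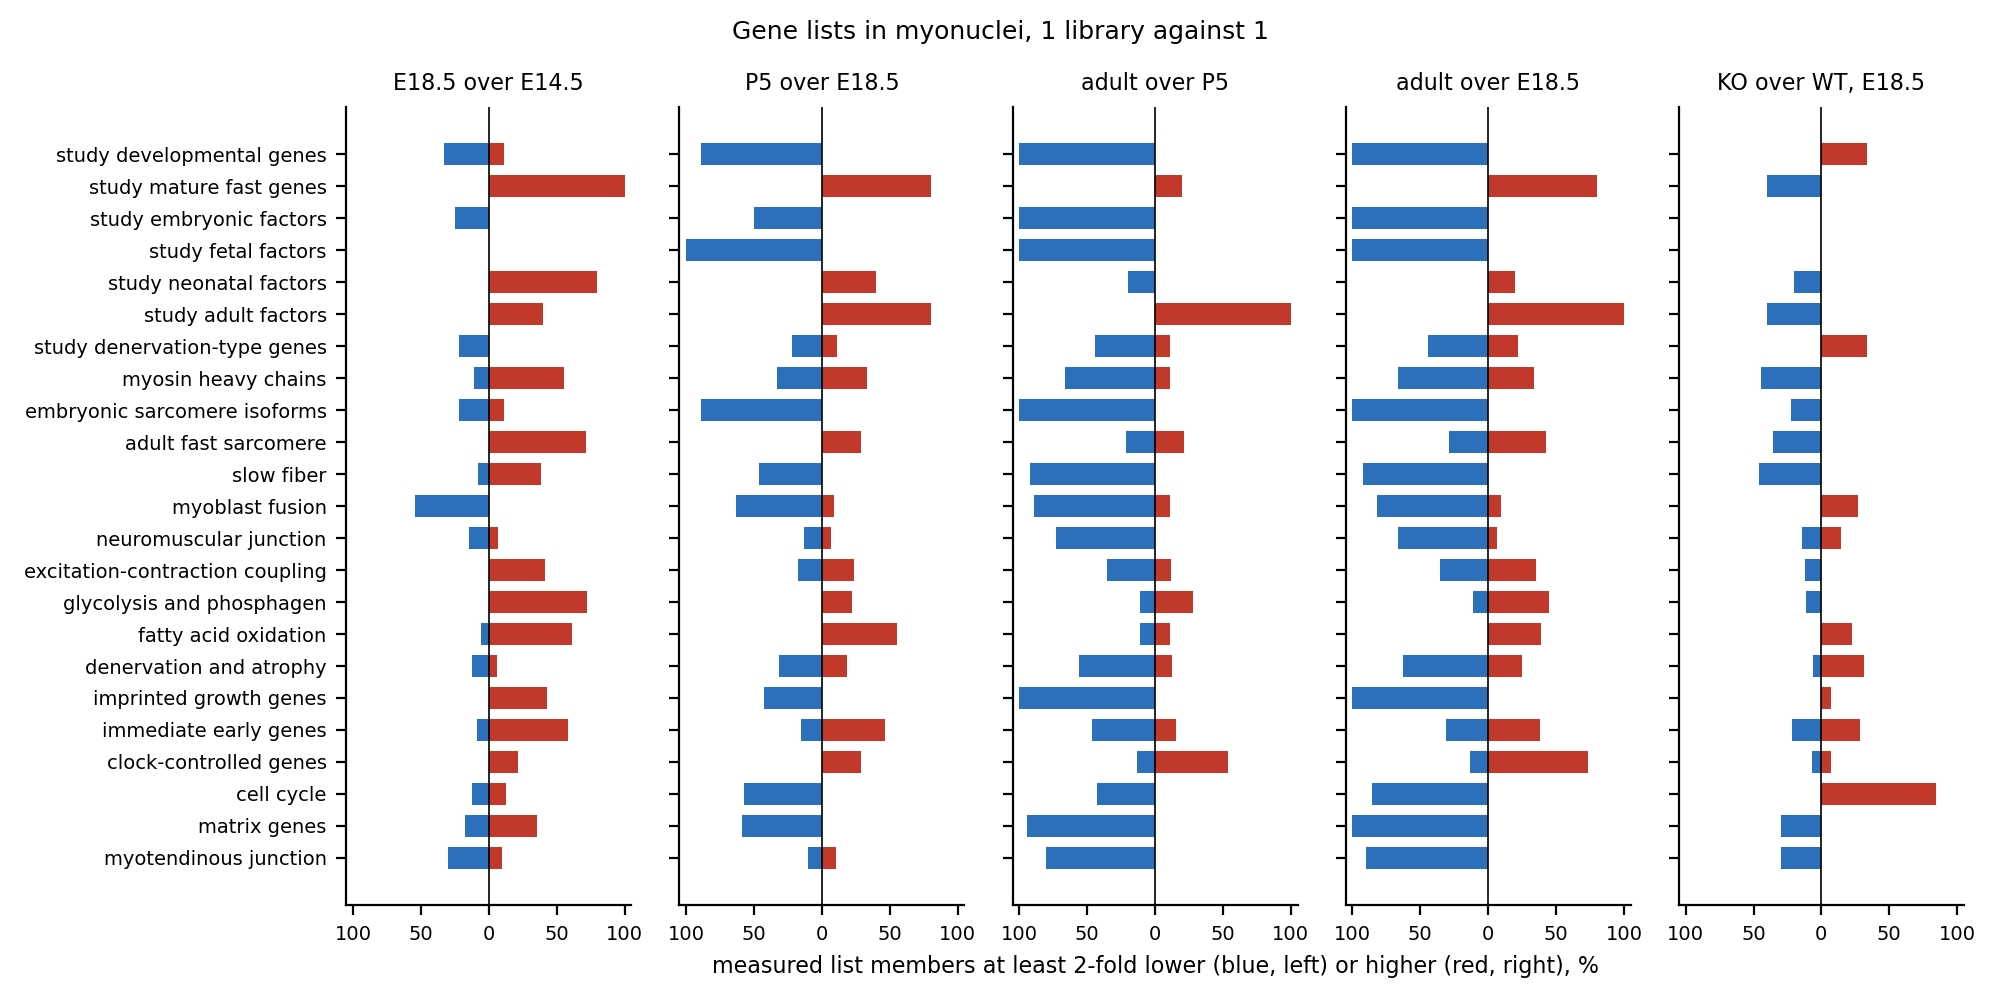
Percent of measured list members at least 2-fold higher (red, right) or lower (blue, left) in each of the 5 comparisons of myonuclei. Imprinted growth genes are lower in 14 of 14 in both adult comparisons, and in KO the cell cycle list is the one with the most members higher, 16 of 19.

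Myog, Klf5, Tead4 and Maf were followed from progenitors to fibers. Progenitor cluster c4, which read Myod1 and Dll1, held Myog at 140 CPM at E14.5, 194 at E18.5, 117 at P5 and 170 CPM in KO, above the 37.8, 58.2, 11.1 and 60.7 CPM of myonuclei. Tead4 stood at 507, 636, 335 and 571 CPM in that cluster against 147, 231, 64.0 and 228 CPM in myonuclei. The larger progenitor cluster c2 stood lower than myonuclei for both, with Myog at 9.58, 8.73, 0 (up to 13.1) and 16.1 CPM and Tead4 at 54.9, 66.6, 17.7 and 65.9 CPM, so that the whole class held 219 CPM of Tead4 in KO. Maf stood at 13.2, 19.1, 33.4 and 21.8 CPM in the progenitor class against 7.30, 70.5, 230 and 28.1 CPM in myonuclei. Klf5 was lower in progenitors, with 26.5, 14.3, 2.38 and 26.1 CPM in the progenitor class and 181, 187, 33.2 and 246 CPM in myonuclei. Thinned to 1000 UMIs, 15.3%, 12.6%, 2.88% and 0.284% of wild-type myonuclei held Klf5 from E14.5 to adult and 18.6% did in KO, against 0% of endothelial nuclei in wild type and 0.901% in KO. Myog was seen in 3.97%, 5.51%, 1.33%, 0.0775% and 6.29% in the same order. Chrng was seen in 7.54%, 8.44%, 0.811%, 0.0258% and 14.9%, with at most 1.802% in endothelial nuclei. For Tead4, 18.2% of E18.5 myonuclei stood beside 12.8% of endothelial nuclei. Maf was seen in 5.73%, 17.5% and 49.3% of myonuclei at E18.5, P5 and adult and in 4.00%, 9.73% and 33.3% of endothelial nuclei, and the shares at E14.5 (0.567%) and in KO (2.61%) lay below the endothelial ones (0.847% and 8.11%). Endothelial nuclei are no background for Maf, since they held 79.2 CPM of it at E18.5 and 71.1 CPM in KO against 70.5 and 28.1 CPM in myonuclei, and macrophages held 1265 and 895 CPM. Without thinning, Maf was seen in 24.0% of E18.5 and 15.2% of KO myonuclei beside 21.6% and 27.7% of endothelial nuclei, Klf5 in 40.5% and 56.5% beside 5.60% and 10.7%, Myog in 25.4% and 35.8% beside 6.40% and 8.93%, Tead4 in 51.1% and 64.6% beside 36.0% and 41.1%, and Chrng in 39.6% and 67.8% beside 6.40% and 12.5%. The thinning left out 41, 4, 9, 457 and 7 myonuclei. Endothelial medians were 4089.5, 6316, 6120, 840.5 and 9261 UMIs, against 4733, 6448.5, 6294, 3337 and 9622 for myonuclei, and only 9 adult endothelial nuclei were deep enough.

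**Figure D5:**
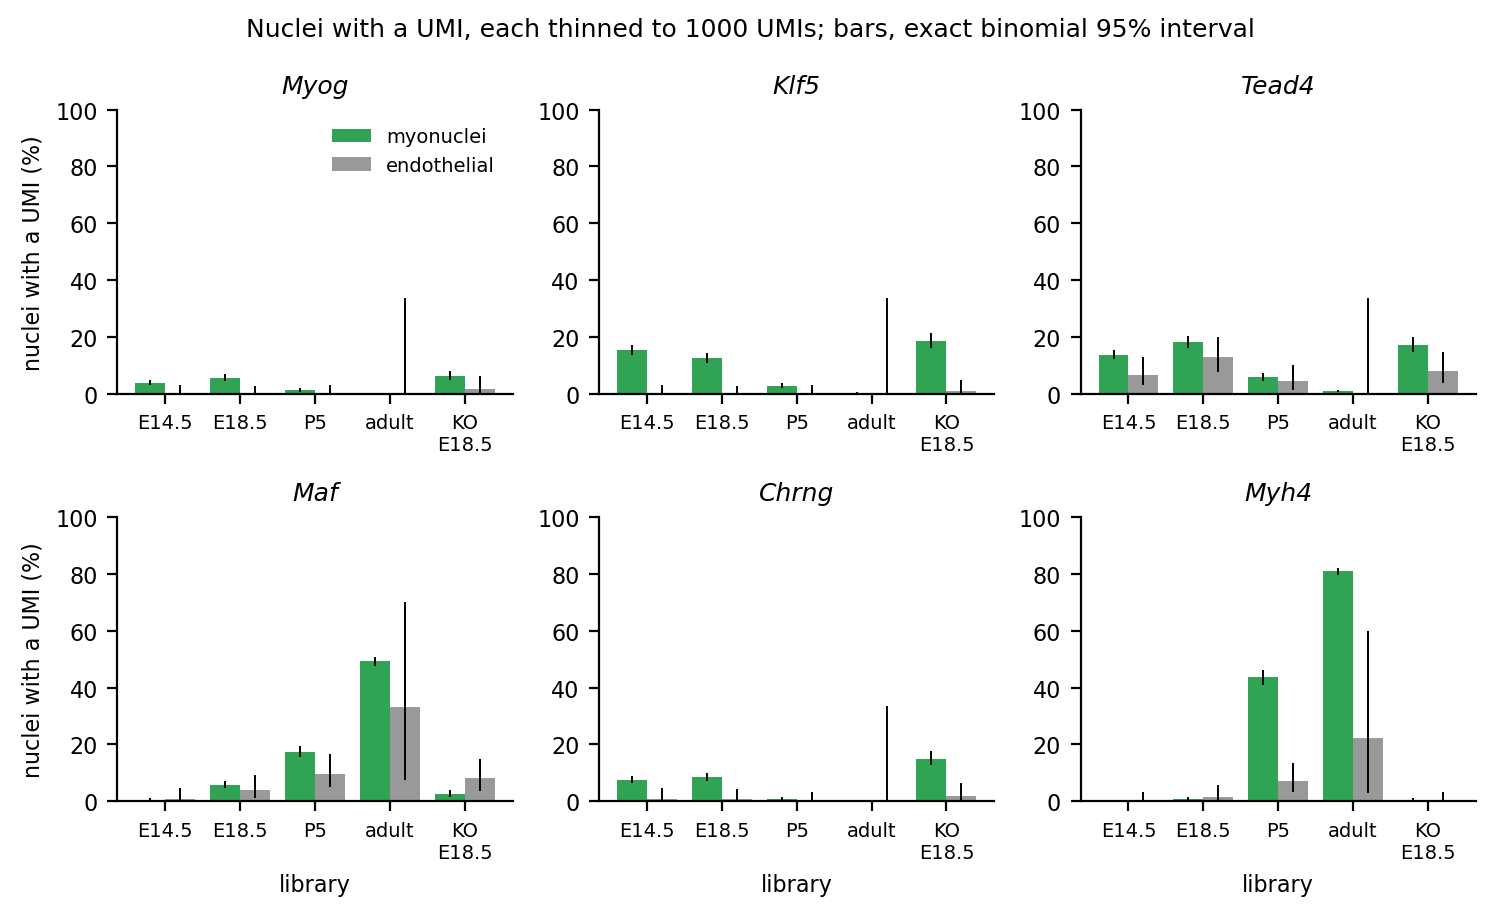
Percent of myonuclei (green) and endothelial nuclei (gray) with at least 1 UMI of 6 genes after thinning to 1000 UMIs, per library; thin lines are exact binomial 95% intervals. Myh4 is seen in 43.6% of P5 and 81.0% of adult myonuclei, and the adult endothelial bars rest on 9 nuclei.

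Open chromatin at promoters was read from peaks within 1000 bp of the start site and given as CPM of all peak counts of the myonuclei. Peaks were called in each library separately, so a missing peak is not a measured 0. Myh4 had no peak at E14.5, E18.5 or in KO and 39.5 CPM at P5 (1 peak of 858 bp) and 52.9 in adult (1 peak of 873 bp). No peak was called in adult at Chrng, Tnnt2, Mymk, Mymx, Myh3 or Myh8. At Chrng the value was 92.5 at E14.5 over 3 peaks of 2249 bp in all, 63.0 at E18.5 over 2 peaks of 1543 bp, 21.8 at P5 over 2 peaks of 1495 bp and 135 in KO over 3 peaks of 2364 bp. Per kb this was 41.1, 40.9, 14.6 and 57.0 CPM in that order. Each divisor was the library's own myonuclear peak counts, 10848701 at E18.5 and 4447766 in KO. Promoter values of Atp2a1 (99.4 against 67.0) and Ckm (165 against 154) were also above E18.5 in KO, though their RNA was lower. Those of Actn3 (49.9 against 84.0) and Maf were below. The Chrng value is thus no evidence of an opening specific to it. Mybpc2 had no peak at E14.5, 1 peak at E18.5 (26.9 CPM over 698 bp) and in KO (29.7 over 788 bp), and 2 peaks at P5 (78.4 over 1480 bp) and in adult (126 over 1517 bp), or 38.6, 37.7, 53.0 and 83.1 CPM per kb in that order. At Maf the value was 19.005, 47.4, 82.4 and 74.4 from E14.5 to adult and 43.4 in KO, with 3 peaks in each library but E14.5, which had 2. Klf5 kept a promoter peak in every library, at 42.5, 52.0, 55.7, 46.7 and 55.5 CPM.

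Before loading, nuclei were sorted on the myonuclear protein PCM1 and the positive and negative fractions were mixed in equal volumes, so the sort set the share of myonuclei. That share was 37.5%, 32.1%, 36.4% and 84.7% from E14.5 to adult and 26.3% in KO. Outside the myonuclei, progenitors made up 13.5% at E14.5 (exact binomial 95% interval 12.3 to 14.8), 10.7% at E18.5 (9.60 to 11.9), 5.08% at P5 and 3.98% in adult. In KO they made up 21.2% (19.5 to 22.9). These shares depend on the filter and the clustering, since the 310 and 503 progenitors of E18.5 and KO became 190 and 327 with at least 1000 UMIs per nucleus and 207 and 355 at resolution 0.5. Tenocytes made up 10.9% at E18.5 (9.84 to 12.1) and 2.52% in KO (1.93 to 3.24), shares that depend on the clustering, since the 317 and 60 tenocytes of these libraries became 608 and 88 at resolution 0.5 and 566 and 79 at resolution 2. Adipocytes made up 0.345% at E18.5 (0.166 to 0.634), 4.96% in KO (4.12 to 5.91) and 18.4% in adult. Mesenchymal nuclei gave 48.6% at E18.5 and 41.8% in KO, macrophages 3.35% and 6.39%, and Schwann and glial nuclei 1.62% and 5.47%. The unnamed share differed between these libraries, at 17.6% of the nuclei outside the myonuclei at E18.5 and 9.63% in KO, so any class could hold some of them.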

Values the study reported

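The study reported 15,402 nuclei after filtering over the 4 wild-type stages, with about 2000 genes per nucleus on average. By library it gave 3799 nuclei at E14.5, 3784 at E18.5, 3235 at P5 and 4584 in adult, and 4238 for the Cacna1s knockout at E18.5, a count above the number of barcodes deposited for that library. In the knockout it reported a share of immature myonuclei about 2-fold higher and a share of mature myonuclei 3-fold lower than in wild type, by its own clusters.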

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

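The tests of adipocyte RNA, of the highest share of adipocyte and endothelial RNA and of nuclei picked on every second cell cycle gene were chosen only after the results they measure were seen, and the interval and the comparison with macrophage and endothelial nuclei for the matrix genes were added after the first value was seen. In P5 over E18.5, matrix genes went apart between classes: in endothelial nuclei 2 of 17 were higher (median log2 ratio 0.26) and in myonuclei 10 of 17 were lower (median -1.30), a difference of 1.56. In smooth muscle and pericyte nuclei 1 of 16 was higher and 1 lower (median 0.26), and the difference from myonuclei was again 1.56. Part of both follows from the shift of all myonuclear genes, since the myonuclear median was -0.825 with TMM factors and -0.812 with DESeq2 factors. Neither difference was tested, since each group is 1 library.

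Cell cycle genes were higher in KO than in wild-type myonuclei at E18.5 for 16 of 19 measured genes, 253 against 82.3 CPM summed. The tables argue for a few nuclei of the class, doublets among them: without the nuclei picked on at least 3 UMIs of every second list gene, the other list genes stood at 0.98 times the wild-type level (0.85 to 1.13) for 1 choice of genes and 0.86 (0.66 to 1.12) for the other, against 2.72 and 3.73 with all nuclei, and with called doublets left out 1 of 13 measured genes was higher. The excess went with cluster c23 (387 against 234 CPM; 54.9% of KO and 7.83% of wild-type myonuclei) more than with c17 (79.5 against 52.8) or c13 (75.2 against 72.0), while nuclei picked for at least 5 of these UMIs, 42 of 850 in KO and 19 of 1366 in wild type, held 83.6% and 38.4% of them, which decides nothing since these UMIs picked them. Called doublets carried most of the pattern, since the picked KO nuclei held 72.9% and 89.2% of the UMIs of the other list genes and those not called doublets 7.9% and 9.1%, cycling nuclei placed in the class cannot be told apart from doublets in that remainder, and the depth of the KO nuclei stays open, since the ratio thinned to 1000 UMIs was 2.28 (1.71 to 3.05). Fibers that cycle without the channel were not tested.

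Matrix genes were lower in adult than in E18.5 myonuclei for 17 of 17 genes. Leaving out the shallow adult cluster gave 17 of 17, which argues against that cluster as the source. Free mesenchymal RNA at E18.5 cannot be told apart from expression in fibers: matrix genes stood at 4.62 times the relative level of the mesenchymal markers (1.43 to 10.8), an interval too wide to decide. At E18.5 the macrophage nuclei were higher than myonuclei for 16 of 17 matrix genes and endothelial nuclei for 16 of 17, by medians of 6.54-fold and 6.93-fold, while Tnc alone stood above the mesenchymal level, at 199.7% of it. Age as a cause stays open, in 1 library per age.

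Fatty acid oxidation genes were higher in KO than in wild-type myonuclei for 4 of 18 genes, and 0 were lower. The 4 were Cd36, Lpl, Pdk4 and Ucp3, and the other measured members lay within 2-fold. The summed adipocyte markers, 0.94 times as high in KO as in wild-type myonuclei (0.81 to 1.10), decide nothing alone, since Plin4 gave 20.8 of 38.5 CPM in wild type, but the most adipocyte RNA they allow in KO myonuclei, 0.646%, would bring 1.57% of the excess of the 4 genes, which argues against adipocyte RNA. The most endothelial RNA that its markers allow, 0.525%, would bring 0.55%, and no class would bring over 9.96% of the excess of any of the 4. Pdk4 and Ucp3 together were 3.62 times as high in KO myonuclei as in KO endothelial nuclei (2.30 to 6.07, from 19 endothelial UMIs), which also argues against endothelial RNA, and thinned to 1000 UMIs the higher genes kept a ratio of 3.57 (3.18 to 4.00), which argues against depth. The loss of Cacna1s may raise the RNAs of these 4 genes, a hypothesis from a single library per genotype.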

How the results depend on the processing

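The 2 settings on top doublet scores and the shallow adult cluster, and the choice of 22 list counts followed below, were made after their values were seen. Of 338 named ratios at or past 2-fold, 298 stayed past it in every alternative and 8 changed sign in at least 1. The log2 ratio of Cacna1s in KO over wild type was -7.86 and ran from -8.18 to -7.02 over 13 alternatives. Of 22 list counts, 13 stayed within 1.5 times in every alternative. Over single results, 5195 of 6248 gene ratios, 3409 of 3680 myonuclear list counts, 1197 of 1520 list counts of other classes, 552 of 735 class shares, 425 of 500 myosin shares, 302 of 630 shares of nuclei with a UMI and 116 of 157 promoter values stayed within their interval or 1.5 times. For E18.5 over E14.5 without a filter on nuclei, Ncapg was at 2.39, Lox at 0.59, Col22a1 at 0.42 and Map3k7cl at 0.60 in log2, and that setting left a cluster of 631 E14.5 myonuclei unnamed. Cenpf was at -1.005 and Knl1 at -0.28 with at least 1000 UMIs, -1.06 and -0.23 with list genes kept for clustering, and -1.27 and -0.43 at resolution 0.5. For KO over wild type, Ncapg was at -0.17 at resolution 2 and Myh13 at 0.69 thinned to 1000 UMIs. The cause of these reversals was not tested. Thinning to 1000 UMIs gave 7 higher fatty acid oxidation genes for E18.5 over E14.5, 7 lower neuromuscular junction genes for adult over P5, and 3 lower slow fiber genes in KO, with fewer genes measured. In KO, higher cell cycle genes numbered 1 of 13 without doublets, 0 of 10 at resolution 2, 1 of 1 thinned and 5 of 6 with a minimum of 100 UMIs. A 1.5-fold rule, which is looser by construction, gave 16 lower matrix genes for P5 over E18.5, and in KO 5 higher developmental and 5 lower mature fast genes of the study, 8 higher fatty acid oxidation genes and 10 higher denervation and atrophy genes. No paired analysis was possible because each group is 1 library, so no replicate could be left out and the samples allow no other split. Shares of nuclei with a UMI moved past their interval in 328 of 630 cases, since they depend on the depth to which nuclei are thinned.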

Other observations

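Outside the fibers, cell cycle genes were lower at P5 than at E18.5 in most classes. They were lower in 18 of 20 in mesenchymal nuclei, where the topoisomerase gene Top2a stood at 99.1 against 332 CPM (3.35-fold), in 16 of 19 in tenocytes, 16 of 17 in smooth muscle and pericytes, 11 of 18 in macrophages and 9 of 18 in endothelial nuclei. In the mesenchymal class, cluster c6, with Aspm among its top genes, held 218 of 1407 nuclei at E18.5 and 60 of 1081 at P5, so the difference went with the makeup of the class. Myogenic progenitors had 0 of 20 lower (median log2 ratio -0.22). In mesenchymal nuclei of adult over P5, 20 of 20 cell cycle genes and 14 of 14 imprinted growth genes were lower, with Dlk1 178-fold lower, and 13 of 17 matrix genes were lower, with the fibrillin gene Fbn2 at 24.7 against 867 CPM. The adult and P5 nuclei of the class share no cluster but for 1 nucleus, since all 461 adult ones lay in c27. They are also shallow: the 461 held 890459 UMIs against 5359601 in 1081 at P5, only 4 were left with a minimum of 1000 UMIs per nucleus, and 12 of the 20 cell cycle genes had 0 UMIs in adult. Clock-controlled genes were higher there in 5 of 13, the nuclear receptor genes Nr1d1 29.1-fold and Nr1d2 8.73-fold.

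For KO over wild type, matrix genes were lower in 11 of 17 in endothelial nuclei (median -1.23), in 4 of 17 in macrophages, in 3 of 16 in progenitors, and in 1 of 17 in mesenchymal nuclei and in tenocytes, which was Tnc in both. The median of the cell cycle list was 0.53 in mesenchymal nuclei and 0.64 in progenitors, with 0 of 20 genes past 2-fold in either. Cluster c6 held 245 of the 993 mesenchymal nuclei in KO and 218 of the 1407 in wild type. For E18.5 over E14.5, matrix genes were higher in 7 of 17 in mesenchymal nuclei, with Col1a1 3.58-fold higher, and lower in 1, Tnc. Cluster c1 held 1711 of the 1941 mesenchymal nuclei at E14.5 and 6 of the 1407 at E18.5. The difference thus went with the makeup of the class. For the same ages matrix genes were higher in 11 of 17 in endothelial nuclei (median 1.62), with elastin (Eln) 16.0-fold higher. In macrophages they were higher in 16 of 16 (median 3.18). With called doublets left out, macrophages went from 51 to 46 at E14.5 and from 97 to 59 at E18.5. Endothelial nuclei went from 122 to 99 at E14.5, 125 to 89 at E18.5 and 112 to 75 in KO. That setting moved 45 of 152 list counts of other classes. How much of these matrix UMIs came from doublets or free RNA is not known. Clock-controlled genes were higher in 8 of 11 in tenocytes.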
